# Establishment of a TGFβ-Induced Post-Transcriptional EMT Gene Signature

**DOI:** 10.1371/journal.pone.0052624

**Published:** 2012-12-20

**Authors:** George S. Hussey, Laura A. Link, Andrew S. Brown, Breege V. Howley, Arindam Chaudhury, Philip H. Howe

## Abstract

A major challenge in the clinical management of human cancers is to accurately stratify patients according to risk and likelihood of a favorable response. Stratification is confounded by significant phenotypic heterogeneity in some tumor types, often without obvious criteria for subdivision. Despite intensive transcriptional array analyses, the identity and validation of cancer specific ‘signature genes’ remains elusive, partially because the transcriptome does not mirror the proteome. The simplification associated with transcriptomic profiling does not take into consideration changes in the relative expression among transcripts that arise due to post-transcriptional regulatory events. We have previously shown that TGFβ post-transcriptionally regulates epithelial-mesenchymal transition (EMT) by causing increased expression of two transcripts, *Dab2* and *ILEI*, by modulating hnRNP E1 phosphorylation. Using a genome-wide combinatorial approach involving expression profiling and RIP-Chip analysis, we have identified a cohort of translationally regulated mRNAs that are induced during TGFβ-mediated EMT. Coordinated translational regulation by hnRNP E1 constitutes a post-transcriptional regulon inhibiting the expression of related EMT-facilitating genes, thus enabling the cell to rapidly and coordinately regulate multiple EMT-facilitating genes.

## Introduction

Traditional gain-of-function and loss-of-function approaches have yielded an enormous amount of information in regards to gene function in mammalian development and disease. However, changes in mRNA levels are not always correlative with changes in protein abundance, underlying the importance of post-transcriptional regulation during control of gene expression and activity [1]. Indeed, during germ cell development, it has been demonstrated that the 3′-untranslated regions (3′-UTR), when fused to a reporter, are sufficient to confer temporo-spatial specificity for 80% of genes tested [2]. Thus, it is clear that the UTRs of mRNA transcripts can significantly impact gene expression. The ‘human genome project’ reported the mean lengths of 5′-untranslated regions (5′-UTRs) and 3′-UTRs of human mRNAs as 300nt and 770nt, respectively, compared to the mean coding length of 1340 nt [3], [4], generating renewed interest in the 3′-UTRs of mRNAs to map post-transcriptional regulatory activities.

The epithelial-mesenchymal transition (EMT), in which cells undergo a developmental switch from a polarized, epithelial phenotype to a highly motile fibroblastic or mesenchymal phenotype, has emerged not only as a fundamental process during normal embryonic development and in adult tissue homeostasis, but is also aberrantly activated during metastatic progression [5], [6], [7]. EMT is associated with changes in cell-cell adhesion, remodeling of extracellular matrix, and enhanced migratory activity, all properties that enable tumor cells to metastasize [5], [6], [7]. Numerous cytokines and autocrine growth factors, including TGFβ, have been implicated in EMT [8], [9]. Our previous studies [10], [11] and those of others [12], [13] have shown that regulation of gene expression at the post-transcriptional level plays an indispensable role during TGFβ-induced EMT and metastasis. We identified a transcript-selective translational regulatory pathway in which a ribonucleoprotein (mRNP) complex, consisting of heterogeneous nuclear ribonucleoprotein E1 (hnRNP E1) and eukaryotic elongation factor 1A1 (eEF1A1), binds to a 3′-UTR regulatory BAT (TGFβ activated translation) element and silences translation of *Dab2* and *ILEI* mRNAs, two transcripts which are involved in mediating EMT [10], [11]. TGFβ activates a kinase cascade terminating in the phosphorylation of hnRNP E1, by isoform-specific stimulation of protein kinase Bβ/Akt2, inducing the release of the mRNP complex from the 3′-UTR element, resulting in the reversal of translational silencing and increased expression of *Dab2* and *ILEI* transcripts.

We have previously shown that shRNA-mediated silencing of Dab2 and ILEI in normal murine mammary gland (NMuMG) cells is sufficient to inhibit TGFβ-mediated EMT as analyzed morphologically and by loss of upregulation of N-cadherin and vimentin, mesenchymal cell markers, whereas their overexpression does not induce constitutive EMT, independent of TGFβ signaling [10], [14]. Thus Dab2 and ILEI are required, but not sufficient, for TGFβ-induced EMT. Hence, we, and others based on our studies [15], hypothesized that there are other mRNAs that are being silenced by hnRNP E1 in a similar fashion, and which cumulatively contribute to TGFβ-induced EMT. To address this hypothesis, we adopted a combinatorial approach involving polysome profiling and RIP-Chip analyses using hnRNP E1 and filtered the array data based on the regulatory mechanism of Dab2 and ILEI. This led to the identification and validation of a cohort of target mRNAs that follow the same pattern of regulation as Dab2 and ILEI. Similar to Dab2 and ILEI, the identified target mRNAs harbor a structural BAT element in the 3′-UTR as revealed by *in silico* analysis. This cohort of mRNAs may represent a new TGFβ responsive and hnRNP E1-mediated regulon, operative at a post-transcriptional level in order to mediate TGFβ-induced EMT in a temporal and expedited fashion.

## Results

### Experimental Design and Identification of a TGFβ-induced Post-transcriptional EMT Gene Signature

To identify potential target mRNA transcripts that are translationally regulated by hnRNP E1 in a TGFβ-dependent manner, we adopted a combinatorial approach involving expression profiling analyses and RNA immunoprecipitation analysis (RIP-Chip). As shown (Fig. 1A), we performed a screen using: 1) total mRNA and 2) RNA isolated from monosomal (non-translating) versus polysomal (translating) fractions from TGFβ-treated (24 h) and non-treated NMuMG cells and from the hnRNP E1 knockdown derivative (E1KD), that undergo constitutive EMT even in the absence of TGFβ [10], [11]. In addition, we screened for transcripts that selectively interact with hnRNP E1 in NMuMG cells under unstimulated conditions and subsequently lose their temporal association following TGFβ stimulation (Fig. 1A). 

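Pcbp1, the gene that encodes hnRNP E1, was measured in every array before the knockdown was taken as given. Its level in total RNA of NMuMG cells was 13.10 ± 0.03 (log2, SD, n = 2) without TGFβ and 13.14 with TGFβ. In E1KD cells its total RNA level was 10.83 ± 0.05 without TGFβ and 9.44 ± 0.16 with TGFβ. In the monosomal and polysomal pools its means ran from 13.16 to 13.27 in NMuMG cells and from 8.55 to 10.03 in E1KD cells. The untreated E1KD cells differed from the untreated NMuMG cells by -2.28 (standard error 0.10, adjusted p = 9.07e-11 from limma). Within the E1KD cells Pcbp1 fell by a further 1.39 after TGFβ (standard error 0.10, adjusted p = 1.20e-07 from limma).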

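RNA of the monosomal pool, the polysomal pool and unfractionated cells was hybridized for NMuMG and E1KD cells with and without TGFβ (5 ng/ml, 24 h), as 2 replicates per condition and 24 arrays. The deposited values are log2 signals, which the authors made with RMA in Affymetrix Expression Console. A probe set was kept when its value exceeded 5.52, the median of all values, in at least 8 of the 32 arrays of the study, which left 25432 probe sets. The paper filtered on MAS5 detection calls in at least 25% of the samples, and the deposited table holds no such calls. The 24 arrays were fitted together with limma, so that the 12 conditions share 1 estimate of the spread, and a difference was called at an adjusted p under 0.05. The polysome shift is the polysomal minus monosomal difference with TGFβ, less the same difference without TGFβ, on the log2 scale. Pearson's r between the replicates of a condition was taken across probe sets. It ran from 0.974 for the monosomal pool of TGFβ-treated NMuMG cells to 0.997 for total RNA of untreated NMuMG cells. The paper calls the 2 samples of a condition independent and the deposited labels call them biological replicates, but neither says whether they came from separate cultures, so the p-values measure only the spread between these samples. With 2 arrays per condition their number limits the precision. The gene lists spoken of were written before the data were examined.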

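The 8 immunoprecipitation arrays of NMuMG cells comprise 2 with α-hnRNP E1 and 2 with the IgG isotype control for each treatment, fitted with limma apart from the other arrays. The labels of the α-hnRNP E1 libraries conflict. The deposited titles carry a number and a letter, and the libraries titled control are 13A and 14B while those titled TGFβ are 14A and 13B. The source names follow the titles. The sample descriptions name TGFβ treatment for 14A and 14B and for neither 13A nor 13B. The IgG libraries carry 15 for control and 16 for TGFβ throughout. Klhl30, whose total RNA rose after TGFβ, was at 10.48 and 10.10 (log2) in libraries 13A and 13B and at 7.26 and 7.15 in 14A and 14B. In the IgG libraries it was at 5.53 and 5.44 without TGFβ and at 8.53 and 8.56 with TGFβ. Fn1, encoding the mesenchymal marker fibronectin, was at 9.34 and 9.60 in 13A and 13B and at 7.31 and 7.56 in 14A and 14B. Il33, which fell in total RNA after TGFβ, was at 7.96 and 8.09 in 13A and 13B and at 10.76 and 10.82 in 14A and 14B. Values below are given first by array number (13 as control, 14 as TGFβ), which yields the folds of Table 2, and then as titled. The RT-PCR of separate immunoprecipitates in Fig. 4B shows less target mRNA with α-hnRNP E1 after TGFβ, which does not settle the labels of these arrays.

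**Figure D1:**
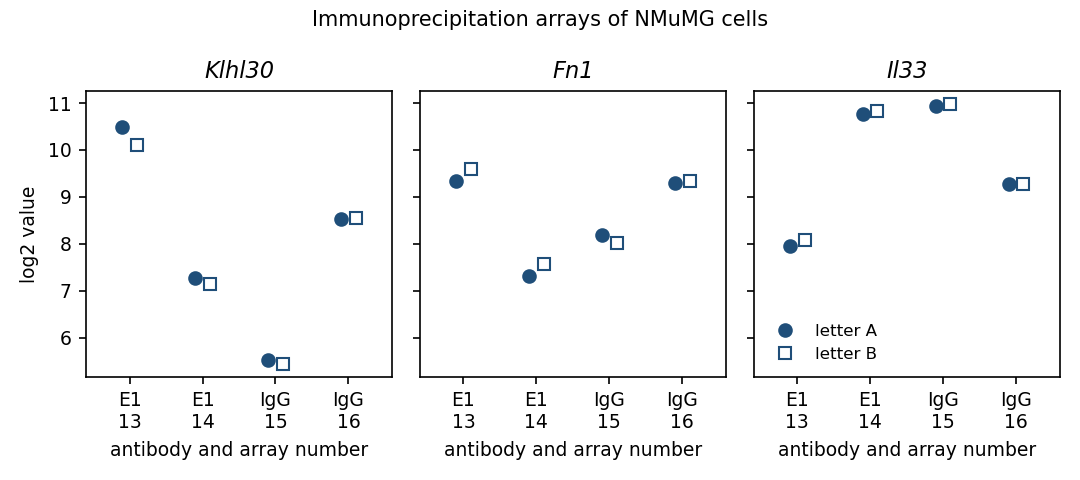
Log2 values of Klhl30, Fn1 and Il33 in each of the 8 immunoprecipitation arrays of NMuMG cells, by antibody (E1, α-hnRNP E1) and by the number and letter of the deposited title, 1 point per array. Letters A and B of a number lie together, and the α-hnRNP E1 libraries numbered 13 hold more Klhl30 and Fn1 and less Il33 than those numbered 14.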

The samples were individually hybridized to Affymetrix GeneChip® Mouse Genome 430 2.0 arrays.

**Figure 1:**
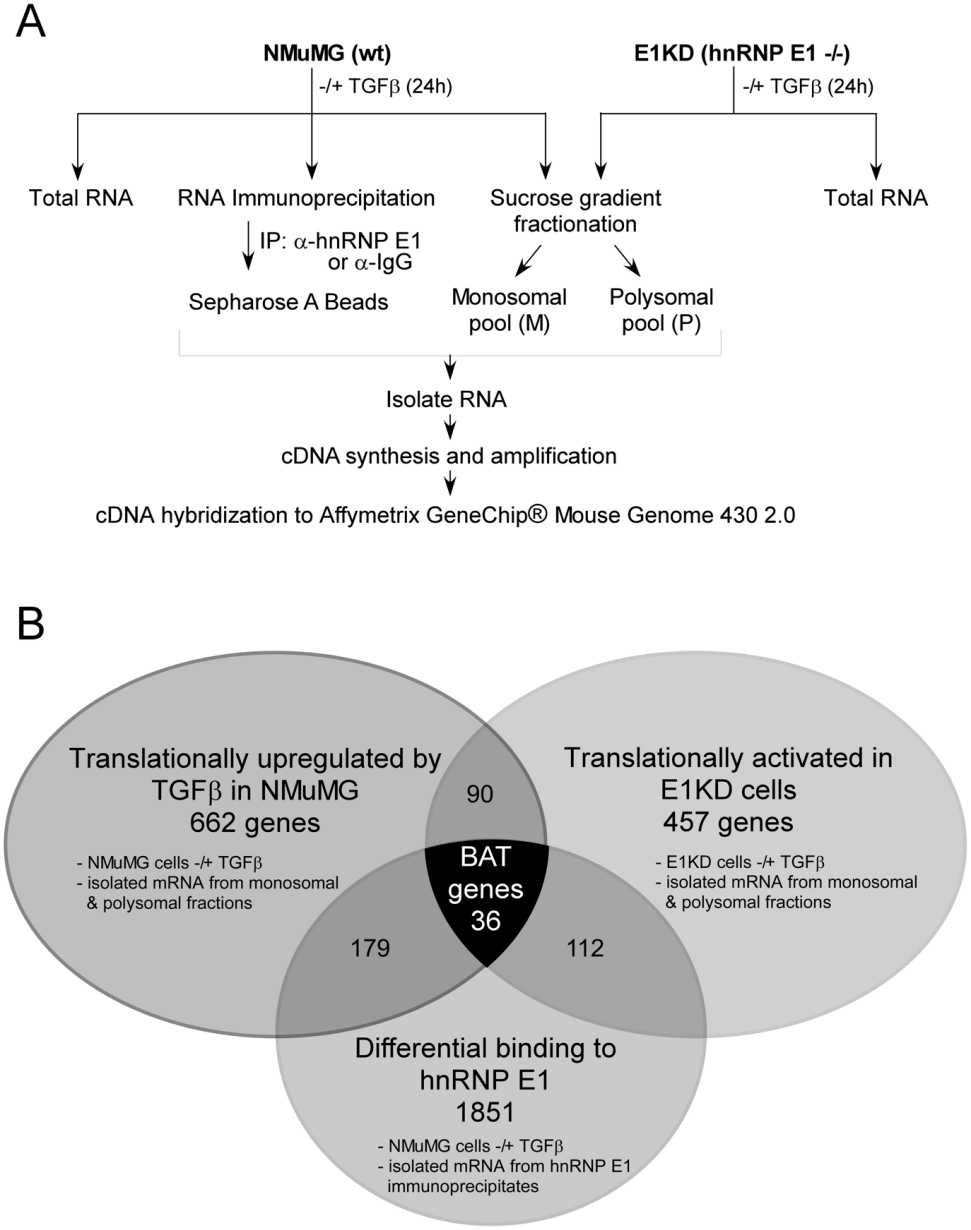
The experimental design involves a combinatorial approach using microarray analyses of polysome profiles and RNA Immunoprecipitation. (A) Flow chart representing the experimental design. For expression profiling, cytosolic extracts from untreated and TGFβ-treated (24 hr) NMuMG and E1KD cells were fractionated by sucrose gradient centrifugation and RNA was isolated from the non-translating monosomal pool and actively translating polysomal pool, designated as M and P, respectively (n = 2). Total unfractionated RNA was isolated from NMuMG and E1KD cells treated ± TGFβ (24 hr) (n = 2). For the RIP-Chip analysis, cytosolic extracts from untreated and TGFβ-treated (24 hr) NMuMG cells were immunoprecipitated with α-hnRNP E1 antibody or an isotype control (n = 2). (B) Venn diagram summarizing the results of the genome wide analysis. Intersection of the three data sets yielded 36 putative BAT genes whose expression is translationally regulated by TGFβ through hnRNP E1.

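In total RNA of NMuMG cells TGFβ raised Klhl30 by 4.77 (log2, standard error 0.24, adjusted p = 9.54e-09 from limma), the largest increase among genes whose arrays did not overlap. Among known targets of the TGFβ/Smad pathway, the integrin subunit Itgb6 rose by 1.70, the matrix protein Thbs1 by 1.68, Rhob by 1.55 and the Smad corepressor Skil by 0.87. The inhibitors of differentiation Id2 and Id3, which TGFβ represses in epithelial cells, changed by -1.40 and -0.82. Il33 changed by -2.63 and S100a9 by -2.95. Of 26 genes listed as induced by TGFβ, 15 were higher and none was lower at the threshold, and 17 were higher when adjusted over the list alone. The list stood above the other genes by camera (adjusted p = 1.13e-14, and 0.0213 with an estimated correlation). Of 16 mesenchymal genes 5 were higher and 1, S100a4, was lower, and over the list alone 6 were higher and 1 lower (camera adjusted p = 3.20e-05, and 0.0317 with an estimated correlation). In all, 764 probe sets were higher and 618 lower in NMuMG cells, 1382 together. Their number depended on the arrays fitted, at 634 with all 32 arrays in 1 fit and 3931 with only the arrays compared. The balance depended on the scaling. With centring on Actb and Gapdh 1030 were higher and 440 lower, and with quantile normalization 769 and 814. In total RNA of E1KD cells 2906 probe sets were higher and 2479 lower after TGFβ, 5385 together. All 32 arrays in 1 fit gave 5256 in E1KD cells, and only the arrays compared gave 8665. With the same centring 3094 were higher and 2097 lower, and with quantile normalization 2589 and 2791.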

Following normalization, data was filtered to produce three datasets representing 1) TGFβ translationally regulated genes, 2) genes translationally activated following hnRNP E1 knockdown and 3) hnRNP E1 interacting transcripts (Fig. 1B). 

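Zeb2, Hmga2 and Baz1a, which regulate transcription, and Msn and Egfr are among the genes that passed both the filter for TGFβ translationally regulated genes and that for E1KD cells. With the fold limits of the Data Analysis section applied to the means of the log2 values, 739 genes (958 probe sets) formed the TGFβ translationally regulated dataset. The TGFβ dataset held 490 genes with quantile normalization and 1166 with centring on Actb and Gapdh, and 0 with total RNA in place of monosomal RNA. The E1KD dataset held 497 genes (665 probe sets). The 2 shared 104 probe sets, where 25.0 are expected if membership were unrelated (odds ratio 5.19, p = 9.52e-36 by Fisher's exact test, 2-sided, across probe sets, which are not independent replicates). Of the probe sets at least 2-fold more polysomal than monosomal in TGFβ-treated NMuMG cells, 10.9% of those in the TGFβ dataset were in the E1KD dataset, against 18.2% of the others.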

Genes from the TGFβ translationally regulated dataset were selected as transcripts that displayed an enhanced ratio of association with the actively translating polysomal pool compared to the non-translating monosomal pool, with no or minor changes in total mRNA expression in NMuMG cells following TGFβ stimulation. mRNA transcripts that displayed enhanced association with polyribosomes irrespective of TGFβ-treatment in E1KD cells were candidates for translationally active genes in an hnRNP E1 knockdown context. Whereas, transcripts which displayed a decreased association with hnRNP E1 in NMuMG cells following TGFβ stimulation, as determined by RIP-Chip analysis, were selected as hnRNP E1 interacting candidates (Fig. 1B).

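By array number the mRNAs with the largest fall in the α-hnRNP E1 immunoprecipitate after TGFβ were Klhl30 (control minus TGFβ 3.09, log2), Lce1f (2.80), Ak1 (2.57), Il11 (2.53) and Spsb1 (2.47). Klhl30, Ak1 and Il11 also rose in total RNA of NMuMG cells after TGFβ, by 4.77, 3.65 and 2.44. The largest gains after TGFβ were those of Gsta2 (control minus TGFβ -3.29), Anxa10 (-2.95) and Il33 (-2.77). With replicate 1 exchanged in place of replicate 2 these directions turn, and Klhl30 is at -3.09. The filter kept 1961 genes (3156 probe sets), of which 88.2% of the probe sets had a higher total RNA value in NMuMG cells with TGFβ than without, against 50.6% of all probe sets kept and 70.2% of those kept as titled. The filter also requires a control over TGFβ fold of at most 1 in the IgG libraries, which favours mRNAs raised by TGFβ. By limma 2187 probe sets were higher and 1550 lower in the control than in the TGFβ libraries. As titled the filter kept 314 genes (373 probe sets), and limma called 0 probe sets, with 403 at an unadjusted p under 0.05. Between replicates 1 and 2 the control minus TGFβ difference had a Pearson's r of -0.744 across probe sets as titled and 0.744 by array number, and the IgG libraries gave 0.668.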

To perform a functional interpretation of our array analysis, all three datasets were queried against GO, Panther and KEGG databases using DAVID and Panther platforms (Table 1). 

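Among the 739 genes of the TGFβ translationally regulated dataset were the mitotic genes Bub1, Kif23 and Nuf2, whose polysome shifts in NMuMG cells were 3.92, 4.00 and 3.96 (log2). The transcriptional regulators Zeb2, Baz1a, Tcf4 and Zfp266 shifted by 4.42, 3.81, 3.38 and 3.38. Of the ubiquitin pathway, the anaphase-promoting complex subunit Anapc4 and the F-box protein Skp2 each shifted by 3.05. A gene counted as in a dataset when any of its probe sets passed, which Fisher's test on genes does not allow for. By Fisher's exact test against the 12600 genes kept, 10 of 49 mitotic genes were in the dataset where 2.9 are expected (p = 2.49e-03 adjusted over 27 lists). It held 22 of 74 transcriptional regulators (4.3 expected, adjusted p = 1.59e-09) and 12 of 89 genes of ubiquitin-mediated proteolysis (5.2 expected, adjusted p = 0.0190). Zeb2, Baz1a, Hmga2, Phf20l1, Tcf12, Zbtb44 and Zfp266 among these regulators are genes of Table 2, which the paper had already placed in all 3 datasets. Genes of RNA splicing (14 of 64, 3.8 expected, adjusted p = 1.05e-04) and of cholesterol synthesis (8 of 20, 1.2 expected, adjusted p = 8.13e-05) were also over-represented, the latter with Idi1, Sqle and Hmgcs1 shifted by 3.58, 3.25 and 3.14. So were genes of the actin cytoskeleton (13 of 81, adjusted p = 3.64e-03), focal adhesion (11 of 72, adjusted p = 0.0115) and DNA replication (7 of 43, adjusted p = 0.0353). The actin cytoskeleton members include Actn1, Egfr, Gna13, Msn and Pip4k2a of Table 2, and the focal adhesion members Actn1 and Egfr. The paper had already placed these genes in this dataset, so these 2 results rest in part on its own selection. The polysome shift of all members called 44 of the 49 mitotic genes higher and 1 lower, and the same numbers over the list alone (camera adjusted p = 7.24e-08, and 0.419 with an estimated correlation). Of the 74 transcriptional regulators 64 were higher and 1 lower, and 67 and 1 over the list alone (camera adjusted p = 7.48e-09, and 0.419 with an estimated correlation). RNA splicing had 43 higher and 5 lower (camera adjusted p = 0.00278, and 0.513 estimated) and ubiquitin-mediated proteolysis 64 and 11 (camera adjusted p = 0.000175, and 0.513 estimated). Cholesterol synthesis had 11 higher and 7 lower and did not pass (camera adjusted p = 0.565, and 0.86 estimated), nor did focal adhesion (0.096). The actin cytoskeleton (0.00596) and DNA replication (0.021) passed by camera but not with an estimated correlation (0.46 and 0.598). In these tests the genes of Table 2 stood by the probe sets of that table. The results for transcription, the actin cytoskeleton and focal adhesion therefore rest in part on its selection.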

Analysis of the TGFβ translationally regulated dataset revealed significant enrichment of categories associated with cell cycle, transcription and ubiquitin-mediated proteolysis. 

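In the E1KD dataset, as in the TGFβ dataset, actin cytoskeleton genes were over-represented. Both counts include Actn1, Egfr, Gna13, Msn and Pip4k2a of Table 2, which the paper had already placed in both datasets. The over-representation in both is therefore in part a result of that selection. The alpha-actinin gene Actn1, Egfr and Msn are members of the actin cytoskeleton list, and without TGFβ their polysomal minus monosomal differences were 1.57, 1.60 and 1.07 (log2). The initiation factors Eif5b and Eif5a2 were at 2.00 and 1.33. The dataset held 12 of 81 actin cytoskeleton genes where 3.2 are expected (p = 4.97e-04 by Fisher's exact test, adjusted over the 27 lists) and 15 of 74 transcriptional regulators (2.9 expected, adjusted p = 2.03e-06). Both lists hold genes of Table 2, which the paper had already placed in this dataset. The dataset held 2 of 49 mitotic genes (1.9 expected) and 3 of 38 translation factors (1.5 expected, adjusted p = 0.462). Noncoding RNAs were over-represented, 7 of 24 (0.9 expected, adjusted p = 2.47e-04), with Neat1 at 1.99. Over all members the polysomal minus monosomal difference in untreated E1KD cells was higher for 24 and lower for 13 actin cytoskeleton genes, which did not pass (camera adjusted p = 0.114, and 0.802 with an estimated correlation). The transcription list (0.00299) and noncoding RNAs (2.87e-07) passed by camera but not with an estimated correlation (0.701 and 0.15). Genes of Table 2 in the actin cytoskeleton and transcription lists again stood by the probe sets of that table. Mitotic genes, 21 higher and 2 lower, also passed by camera (adjusted p = 0.0155) but not with an estimated correlation (0.802). Translation factors, 12 higher and 8 lower, did not pass (camera adjusted p = 0.0774, and 0.802 with an estimated correlation). In the dataset of differential binding by array number, the TGFβ targets Thbs1, Rhob, Skil and Ccn2 had control minus TGFβ differences of 2.22, 1.86, 1.25 and 1.20. It held 22 of the 26 genes listed as induced by TGFβ (4.0 expected, adjusted p = 1.63e-13). For the MAPK pathway it held 40 of 92 genes (14.3 expected, adjusted p = 1.33e-09), among them Jun (1.83) and Pdgfa (1.77), and for the Wnt pathway 26 of 73 (11.4 expected, adjusted p = 9.47e-05). For focal adhesion and integrins it held 26 of 72 genes (11.2 expected, adjusted p = 9.14e-05), for ubiquitin-mediated proteolysis 29 of 89 (13.9 expected, adjusted p = 1.77e-04) and for transcription 31 of 74 (11.5 expected, adjusted p = 3.32e-07). None of 49 mitotic genes (7.6 expected, adjusted p = 1.31e-03) and none of 44 ribosomal protein genes (6.8 expected, adjusted p = 2.88e-03) was in it. Actin cytoskeleton (30 of 81, adjusted p = 1.60e-05) and mesenchymal genes (9 of 16, adjusted p = 6.36e-04) were also over-represented, and those of DNA replication, splicing and oxidative phosphorylation under-represented. Over all members by array number camera also passed each of these lists but the ribosomal proteins and splicing (adjusted p = 0.555 and 0.792), and with an estimated correlation none passed, the lowest adjusted p among them being 0.144. As titled no list passed, the lowest adjusted p being 0.259 for the Wnt pathway. With replicate 1 exchanged the dataset held 532 genes and none of the 26 induced by TGFβ, and of the lists only the unfolded protein and integrated stress response passed (10 of 30, 1.3 expected, adjusted p = 6.26e-06). The IgG limit of this filter favours mRNAs raised by TGFβ, so the shares by array number rest on the disputed labels and on that limit.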

Genes actively translated in E1KD cells are involved in cell cycle, translation and the regulation of the actin cytoskeleton, whereas, transcripts that displayed differential interaction with hnRNP E1 mapped to terms associated with transcription, ubiquitin-mediated proteolysis, in addition to enrichment of several signaling pathways including MAPK, Wnt, integrin and Ras pathway. This analysis is consistent with our findings that TGFβ-mediated translational regulation plays a major role during EMT [10], [11], as evidenced by enrichment of EMT-associated processes and pathways. In addition, our data indicates that EMT-associated processes are coordinately regulated at both the transcriptional and post-transcriptional level. Enrichment of EMT-associated pathways within the E1KD and RIP datasets also suggest that hnRNP E1 is a key effector of TGFβ-mediated translational regulation.

**Table 1:** Number of genes from dataset assigned to a given biological process or pathway is compared to the number of genes expected by chance to map to the term.

Process/Pathway	Database	number of genes (expected number)	P-value
**TGFβ regulated dataset**			
Mitotic cell cycle	GO biological process	34 (8.3)	1.8 E-08
Cell division	GO biological process	36 (9.5)	4.6 E-08
Nucleoside, nucleotide and nucleic acid metabolism	Panther biological process	140 (87.5)	1.6 E-07
Cell cycle	GO biological process	54 (20.8)	5.0 E-07
Mitosis	Panther biological process	27 (9.0)	2.1 E-04
Transcription	GO biological process	101 (59.4)	2.4 E-04
RNA splicing	GO biological process	24 (6.9)	5.8 E-04
RNA processing	GO biological process	37 (14.8)	0.001
Cell cycle	KEGG pathway	16 (4.1)	0.002
mRNA metabolic process	GO biological process	29 (10.4)	0.003
Spliceosome	KEGG pathway	14 (4.0)	0.020
DNA metabolism	Panther biological process	21 (8.1)	0.030
Ubiquitin proteasome pathway	Panther pathway	8 (1.6)	0.043
Pre-mRNA processing	Panther biological process	20 (7.7)	0.046
**hnRNP E1 knockdown dataset**			
Nucleoside, nucleotide and nucleic acid metabolism	Panther biological process	87 (54.4)	8.4 E-04
Cell cycle	Panther biological process	33 (15.7)	0.014
Translation	GO biological process	20 (6.7)	0.046
Regulation of actin cytoskeleton	KEGG pathway	14 (4.5)	0.055
**hnRNP E1 RIP dataset**			
Regulation of transcription	GO biological process	268 (187.7)	1.6 E-10
Transcription	GO biological process	220 (137.5)	3.3 E-09
MAPK signaling pathway	KEGG pathway	43 (17.9)	2.6 E-05
Intracellular signaling cascade	Panther biological process	101 (59.4)	3.2 E-05
Regulation of RNA metabolic process	GO biological process	176 (117.3)	4.9 E-05
Intracellular protein traffic	Panther biological process	103 (64.4)	3.5 E-04
Ubiquitin mediated proteolysis	KEGG pathway	26 (9.3)	6.6 E-04
Wnt signaling pathway	Panther pathway	35 (14.6)	6.0 E-04
mRNA transcription	Panther biological process	178 (127.1)	0.001
Pathways in cancer	KEGG pathway	44 (22)	0.002
Colorectal cancer	KEGG pathway	19 (5.9)	0.002
Protein phosphorylation	Panther biological process	77 (48.1)	0.004
Nucleoside, nucleotide and nucleic acid metabolism	Panther biological process	276 (230)	0.004
B cell activation	Panther pathway	13 (3.3)	0.006
Protein catabolic process	GO biological process	76 (44.7)	0.008
EGF receptor signaling pathway	Panther pathway	17 (5.6)	0.013
Angiogenesis	Panther pathway	20 (7.5)	0.018
Ras Pathway	Panther pathway	12 (3.2)	0.022
Protein modification	Panther biological process	115 (82.1)	0.023
Regulation of Rho protein signal transduction	GO biological process	21 (6.8)	0.026
Focal adhesion	KEGG pathway	29 (13.8)	0.026
Endocytosis	Panther biological process	36 (18)	0.029
Integrin signalling pathway	Panther pathway	21 (8.4)	0.029
Natural killer cell mediated cytotoxicity	KEGG pathway	21 (8.4)	0.032
PDGF signaling pathway	Panther pathway	17 (6.3)	0.049

P-value adjusted for multiple testing using the Bonferroni method.

### Identification of Candidate mRNA Transcripts Translationally Regulated by hnRNP E1 in a TGFβ-dependent Manner

In order to identify genes whose expression is translationally regulated by TGFβ through hnRNP E1, the intersection of our three data sets was utilized (Fig. 1*B*) revealing 36 genes, which we have termed BAT genes (Table 2). 

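Zeb2, Egfr, Msn, Cast, Inhba, Eif5a2 and 29 other genes of Table 2 met all 3 sets of limits when the α-hnRNP E1 libraries were taken by array number. So did Epb41l2, which Table 2 does not list, for 36 genes and 37 probe sets in all (Resf1 has 2). With quantile normalization 12 genes of Table 2 were shared and with total RNA in place of monosomal RNA 0. ILEI (Fam3c) missed 4 limits by this rule. Its monosomal minus polysomal difference in untreated NMuMG cells was 0.84 (log2, limit 1), its polysomal minus monosomal difference in untreated E1KD cells 0.91 (limit 1), its fold induction in E1KD cells 2.09 (limit 2) and its binding fold 1.19 (limit 1.2). If the 3 datasets were independent, 3.11 probe sets would be shared on average, and the highest of 100000 random draws was 13. As titled only Pkia met all limits, where 0.37 probe sets are expected. With replicate 1 exchanged 0 probe sets did, where 0.67 are expected. Of the 180 fold values of Table 2, computed from means of log2 values, 180 were equal by array number to within 0.0001 on the log2 scale. As titled 144 were equal, all but the 36 binding folds. For 17 genes with several probe sets under the accession and 2 taken by symbol, the probe set had been picked by the 4 other folds. The paper uses the intersection of the 3 datasets to identify putative BAT genes.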

The translational status of the 36 putative BAT genes as determined by isolation of non-translating monosomal (M) fractions (40S, 60S and 80S) and actively translating polysomal (P) fractions from cells treated ± TGFβ for 24 h (Fig. 2A) is represented by the signal intensities of monosomal and polysomal association, and is displayed as a heat plot (Fig. 2B). The data reveal that the expression of these transcripts (total mRNA) did not vary significantly ± TGFβ in either the parental NMuMG or E1KD cells (Fig. 2B). However, in the NMuMG cells, these transcripts preferentially translocated from the M to P fractions following TGFβ stimulation, whereas in the E1KD cells, these transcripts were associated with the P fraction irrespective of TGFβ-treatment (Fig. 2B). This methodology accurately identified ILEI as one of the target transcripts, as demonstrated by semi-quantitative RT-PCR analysis of the sample cDNA used for the microarray hybridization (Fig. 2C). 

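Among the 36 genes Jak2, Pip4k2a, Cast, Msn, Palld, Kpna3 and 0610010F05Rik were higher in total RNA of NMuMG cells after TGFβ, with log2 changes from 0.65 to 0.97. Inhba had the lowest value, -0.27 (standard error 0.17, adjusted p = 0.562 from limma). In E1KD cells the total RNA of the chromatin genes Hmga2 and Baz1a and the chemokine Ccl2 rose by 0.93, 0.80 and 0.94, and Zeb2 changed by -0.74 (adjusted p = 0.0478 from limma). The median log2 change over the 36 genes was 0.30 in NMuMG cells, with 31 above 0, and 0.30 in E1KD cells, with 28 above 0. By limma 7 were higher, none was lower and 29 did not pass in NMuMG cells, against 9, 1 and 26 in E1KD cells. Adjusted over the list alone 13 were higher in NMuMG cells, and 13 higher and 1 lower in E1KD cells. The study chose this list on these arrays, so that count is not independent evidence. As a group the 36 stood above the other genes in NMuMG cells by camera (adjusted p = 7.44e-07, and 0.0585 with an estimated correlation). Without any 1 of the 4 arrays compared, the 7 calls in NMuMG cells became 2 to 4, and the 9 higher in E1KD cells became 5 to 7. The call of Zeb2 was kept in 1 of these 4 fits in E1KD cells. With all 32 arrays in 1 fit 1 gene was higher in NMuMG and 6 in E1KD cells, and none was lower, Zeb2 included. With only the arrays compared 15 were higher in NMuMG cells, and 16 were higher and 1 lower in E1KD cells.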

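Zeb2 had the largest shift of the 36 genes in NMuMG cells. Its polysomal minus monosomal difference (log2) was -2.81 without TGFβ and 1.61 with TGFβ, and in E1KD cells it was 2.20 and 2.82. Another probe set of Zeb2 shifted by -1.18 in NMuMG cells. Dusp7, a phosphatase of the MAPK pathway, rose by 2.31 in the polysomal pool of NMuMG cells and Eif5a2 by 0.52, the extremes of the 36. At their Table 2 probe sets all 36 genes lay below 0 in untreated NMuMG cells (median -1.46) and above 0 with TGFβ (median 1.53). In E1KD cells all lay above 0 without (median 1.19) and with TGFβ (median 1.92). Other probe sets of some of these genes passed in the other direction. These included Gna13 at 1.99 and 2.31 in untreated NMuMG cells and Actn1 at -0.865 in NMuMG cells with TGFβ. At the Table 2 probe sets each difference passed limma's threshold for all 36 genes. The paper chose these genes by fold limits on the same arrays, so this is not independent evidence. The median change with TGFβ in NMuMG cells was -1.90 in the monosomal pool and 1.16 in the polysomal pool. Less the change in total RNA, with no monosomal array, the polysomal change had a median of 0.91 and 18 of the 36 genes passed. In the monosomal pool of untreated NMuMG cells Pearson's r with total RNA of the same cells was 0.932 across probe sets, against 0.755 to 0.882 in the other 3 monosomal pools. From these fractions the paper concludes that the transcripts moved from the monosomal to the polysomal pool with TGFβ in NMuMG cells and were polysomal irrespective of TGFβ in E1KD cells.

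**Figure D2:**
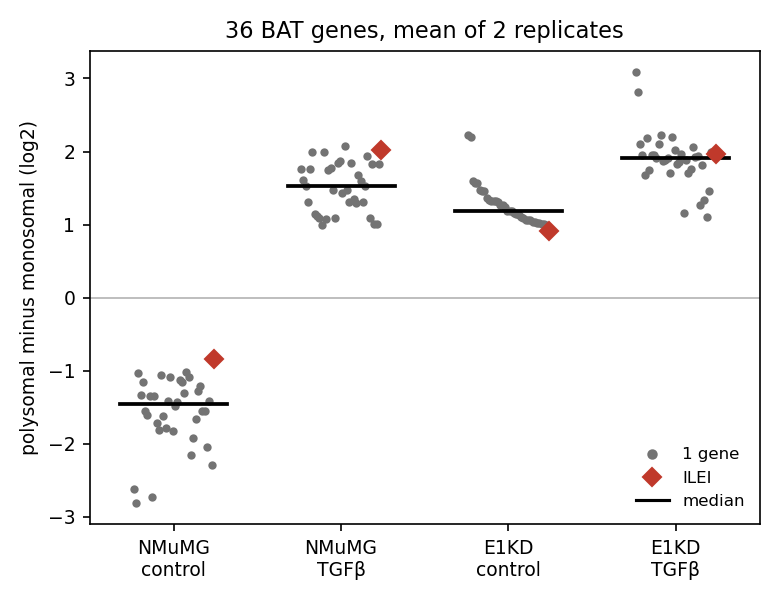
Polysomal minus monosomal log2 difference of each of the 36 BAT genes in NMuMG and E1KD cells with and without TGFβ, 1 point per gene (mean of 2 replicates), with ILEI as a diamond and the median of the 36 as a line. The medians are -1.46, 1.53, 1.19 and 1.92.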

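ILEI is the product of Fam3c, a secreted protein. In untreated NMuMG cells its level (log2) was 9.72 ± 0.13 (SD, n = 2) in the monosomal and 8.88 ± 0.01 in the polysomal pool. With TGFβ it was 7.60 ± 0.30 in the monosomal and 9.62 ± 0.05 in the polysomal pool. The polysome shift was 2.86 (standard error 0.17, adjusted p = 2.25e-09 from limma), of which the monosomal pool gave the larger part. In E1KD cells ILEI was at 9.24 ± 0.09 (monosomal) and 10.15 ± 0.03 (polysomal) without TGFβ and at 8.57 ± 0.04 and 10.54 ± 0.09 with TGFβ, a shift of 1.06 (standard error 0.17, adjusted p = 7.00e-04 from limma). The shift in NMuMG cells exceeded that in E1KD cells by 1.80 (adjusted p = 6.06e-05 from limma). For the polysomal change less the change in total RNA, with no monosomal array, ILEI gave 0.44 in NMuMG cells, 0.49 in E1KD cells and -0.05 for their difference (adjusted p = 0.942 from limma).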

The ILEI mRNA is polyribosome-associated following TGFβ-treatment in parental NMuMG cells, whereas it is found polyribosome-associated in the E1KD cells in the absence or presence of TGFβ. Total ILEI mRNA levels were not affected by TGFβ stimulation in either cell type (Fig. 2C).

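The total mRNA of ILEI (Fam3c) in NMuMG cells was at 9.60 ± 0.09 (log2, SD, n = 2) without and 9.90 ± 0.02 with TGFβ. The change of 0.30 (standard error 0.12) had an adjusted p of 0.24 from limma. In E1KD cells total ILEI mRNA was at 10.41 ± 0.05 without and 10.31 ± 0.01 with TGFβ. That change of -0.10 had an adjusted p of 0.673 from limma, and the responses of the 2 cell lines differed by 0.39 (adjusted p = 0.184 from limma).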

**Figure 2:**
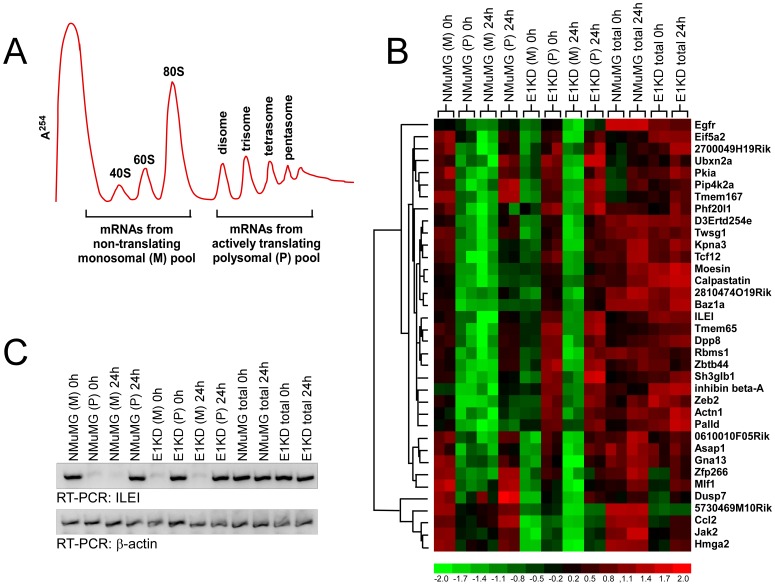
Quantitative data analysis demonstrates the translational status of the TGFβ-induced post-transcriptional EMT gene signature. (A) Schematic of polysome profile analysis. Monosomal fractions (M; 40S, 60S, and 80S fractions) and polysomal fractions (P) from NMuMG or E1KD cells treated ± TGFβ for 24 hr were isolated by sucrose gradient centrifugation and pooled. (B) Heatmap of the raw signal intensity values of the differential gene expression profile for the EMT signature genes compared to total, unfractionated mRNA. (C) RT-PCR analysis of microarray RNA samples was used to demonstrate the differential gene expression profile of ILEI.

**Table 2:** List of 36 potential BAT genes identified by the combinatorial approach.

Accession	Gene Name	Fold Change Total mRNAin NMuMG	Fold Induction Polysomal mRNAin NMuMG	Fold ChangeTotal mRNAin E1KD	Fold Induction Polysomal mRNAin E1KD	Fold Change in hnRNP E1 binding
**BM232998**	2810474O19Rik	1.6934906	20.82147	1.574616	1.8150383	1.82134
**NM_015753**	Zeb2	1.8087588	21.33278	0.600818	1.5368752	2.386671
**U03425**	Egfr	1.0139595	5.856343	0.8066418	1.4240502	1.464086
**BC003232**	Actn1	1.5691682	6.254957	1.6529006	1.3013419	1.510473
**W30094**	0610010F05Rik	1.6021398	7.568461	1.2570134	1.0792282	1.389918
**AU067741**	D3Ertd254e	1.1850928	11.63178	1.0245568	1.6245048	1.552938
**NM_008413**	Jak2	1.7592982	6.727171	1.4339552	1.2141949	1.918528
**BB221842**	Sh3glb1	1.1526863	5.540438	1.2834259	1.3995859	1.82134
**AV357135**	Baz1a	1.0174797	14.02569	1.7411011	1.4948492	1.399586
**BE943736**	Asap1	1.1289644	5.063026	1.0717735	1.4896775	1.433955
**AK012196**	Pip4k2a	1.9520635	13.17746	1.201636	1.7171309	2
**BI662324**	Gna13	1.2184103	7.412704	0.9726549	1.866066	1.574616
**AV271901**	Eif5a2	1.1289644	6.988583	1	1.4590203	1.337928
**BC004850**	Twsg1	1.0867349	10.59271	0.9794203	1.4948492	1.274561
**BG071905**	Palld	1.6132835	9.57983	1.69937	1.5583292	1.735077
**X58380**	Hmga2	0.9106698	5.676493	1.8986842	1.3613141	1.274561
**AV174556**	Ubxn2a	1.2397077	7.621104	1.1566882	1.9453099	1.261377
**AK010212**	Pkia	1.7592982	13.04116	1.3472336	1.771535	1.36604
**BC025048**	Dusp7	1.270151	7.542276	1.5422108	1.5583292	2.136131
**BQ174163**	Tmem167	1.2483305	11.27457	1.2789856	1.6021398	1.310393
**NM_020296**	Rbms1	0.9233823	6.105037	0.8705506	1.7532114	1.30586
**AF065933**	Ccl2	1.0245568	5.521269	1.9185282	1.0069556	1.607702
**BF383782**	Tmem65	1.0245568	8.845845	1.082975	1.6934906	1.239708
**BC027138**	Zbtb44	1.2099941	5.169411	0.8150723	1.5052467	1.29684
**NM_008380**	Inhba	0.8321987	5.205367	1.1134216	1.5800826	1.274561
**NM_010833**	Msn	1.9453099	14.22148	1.3058598	1.9930805	1.892115
**BB148748**	Cast	1.6414832	11.47164	1.1809927	1.8150383	2.034959
**BM213828**	Kpna3	1.5691682	7.862565	1.3195079	1.8403753	1.494849
**AV127581**	2700049H19Rik	1.2483305	6.988583	1.5583292	1.1769067	1.618884
**BF119821**	Dpp8	1.1974787	8.907373	1.201636	1.7290745	1.252664
**NM_011544**	Tcf12	1.4590203	6.19026	1.082975	1.2397077	1.531558
**AW825881**	Zfp266	1.4142136	10.37472	1.6643975	1.0606877	1.515717
**AK017688**	5730469M10Rik	0.9896567	8.310873	1.053361	1.3707828	1.22264
**BB268102**	Phf20l1	0.952638	5.37029	1.531558	1.9793133	1.324089
**AF100171**	Mlf1	1.547565	17.44812	1.9318727	1.9656412	1.380317
**AK016470**	Fam3c	1.226885	7.260153	0.9362722	2.0849315	1.185093

Despite minor changes in total RNA levels, the target mRNAs display a >5 fold increase in polyribosome association in NMuMG cells post TGFβ treatment compared to E1KD cells where the target mRNAs display constitutive translational activation. 

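Across the 36 genes the fold induction of polysomal over monosomal signal in NMuMG cells ran from 5.06 for Asap1, a regulator of focal adhesions, to 21.3 for Zeb2, with a median of 7.59. In E1KD cells the same fold ran from 1.01 for Ccl2 to 2.09 for ILEI, with a median of 1.56. In untreated E1KD cells Resf1 (2810474O19Rik in Table 2) had the highest polysomal minus monosomal difference of the 36, 2.23 (log2), and ILEI the lowest, 0.91. By limma 15 of the 36 shifts in E1KD cells were higher and none was lower, and 19 were higher over the list alone. Without any 1 of the arrays compared the 15 became 5 to 11, with no filter or quantile normalization 7, and with all 32 arrays in 1 fit 8. The difference between the 2 cell lines passed for 35 of the 36 genes. The polysomal change less the change in total RNA was higher for 18 genes in NMuMG cells and lower for 6 in E1KD cells, and for 11 genes it was higher in NMuMG than in E1KD cells.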

Target mRNAs display a decrease in temporal association with hnRNP E1 following TGFβ stimulation for 24 hr.

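Zeb2, Dusp7, Cast and Pip4k2a had the largest decreases among the 36 genes by array number, with control minus TGFβ differences in the α-hnRNP E1 immunoprecipitate of 1.26, 1.10, 1.03 and 1.00 (log2). ILEI had the smallest, 0.25 (standard error 0.14, adjusted p = 0.304 from limma). The fold had a median of 1.45 over the 36 genes and ran from 1.19 to 2.39. By limma 25 were higher in the libraries numbered 13 and none was lower, and 31 were higher over the list alone. In the IgG immunoprecipitate 35 of the 36 lay below 0, with a median of -0.33. As titled the median fold was 1.03, from 0.832 for Gna13 to 1.21 for Pkia, with 20 genes above and 16 below 1. None of the 36 passed by limma as titled. In the libraries numbered 13 the TGFβ-induced Klhl30 and Fn1 were also higher than in those numbered 14, so the direction rests on the disputed labels.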

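Calpastatin (Cast), an inhibitor of the calpain proteases, had a polysomal minus monosomal difference (log2) of -1.92 in untreated NMuMG cells and 1.60 with TGFβ. Its polysome shift was 3.52 (standard error 0.21, adjusted p = 2.13e-09 from limma) in NMuMG and 0.86 (adjusted p = 7.57e-03) in E1KD cells. Its total RNA rose by 0.72 in NMuMG cells (adjusted p = 7.26e-03 from limma). Without any 1 of the arrays compared that adjusted p was 0.0584 to 0.0723. The epidermal growth factor receptor (Egfr) had differences of -1.03 and 1.53 and a shift of 2.55 in NMuMG cells (standard error 0.36, adjusted p = 1.13e-05 from limma). Its total RNA changed by 0.02. The 3 probe sets of Egfr that passed in the other direction shifted by -1.88, -1.35 and -1.32. Less the change in total RNA the polysomal change was 0.35 for Cast (adjusted p = 0.338 from limma) and 0.77 for Egfr (adjusted p = 0.196 from limma).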

Interestingly, several of the identified mRNAs have been previously implicated as targeted transcripts of TGFβ-mediated translational regulation including calpastatin [16] and epidermal growth factor receptor [17]. Additionally, this approach identified several candidates that have been shown to be involved in the EMT process including Eukaryotic initiation factor 5A2 [18], Moesin [19], Egfr [20] and Inhibin beta-A [21]. These candidates were subsequently used for further validation studies.

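Moesin (Msn), which links actin to the membrane, shifted by 3.83 (log2, standard error 0.34, adjusted p = 8.86e-08 from limma) in NMuMG cells and by 1.00 (adjusted p = 0.0395) in E1KD cells. The initiation factor Eif5a2 shifted by 2.81 in NMuMG cells (standard error 0.21, adjusted p = 1.52e-08 from limma) and by 0.55 in E1KD cells (adjusted p = 0.0618). Inhba, which encodes the beta-A subunit of activin and inhibin, shifted by 2.38 (standard error 0.24, adjusted p = 2.91e-07 from limma) and by 0.66 (adjusted p = 0.0479). The shift in NMuMG cells exceeded that in E1KD cells for Msn by 2.84, for Eif5a2 by 2.26 and for Inhba by 1.72, each past limma's threshold. Without the monosomal arrays the E1KD values of Msn and Inhba were -0.74 and -0.20. On that measure Inhba kept a polysomal change of 1.62 in NMuMG cells (adjusted p = 5.01e-04 from limma), and Msn and Eif5a2 were at 0.17 and 0.35, which did not pass.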

### Validation of Selected Genes from the Affymetrix Array

We next addressed whether the translational regulation of polysome-bound transcripts correlated with respective RNA and protein levels. Initially, we performed a polysome profile expression analysis independent of the pooled microarray samples to further demonstrate the translocation of mRNA from the non-translating M fractions to the actively translating P fractions in non-stimulated and TGFβ-treated cells. In parental NMuMG cells, the target mRNAs are primarily associated with the 80S fraction in non-stimulated cells, and display a complete shift to the actively translating polysomes after 24 h of TGFβ treatment (Fig. 3A). These results are in agreement with our previous findings that hnRNP E1-directed translational regulation targets the 80S stage of translation elongation [11]. In contrast, the hnRNP E1 knockdown E1KD cells displayed abundant target mRNA in the actively translating polysomal fractions irrespective of TGFβ treatment (Fig. 3B). As a control, semi-quantitative RT-PCR with β-actin specific primers displayed continuous association of the mRNA with the polysomes irrespective of TGFβ-treatment (Fig. 3A and Fig. 3B), demonstrating that the translational control is transcript-specific and not due to global regulation of translation.

**Figure 3:**
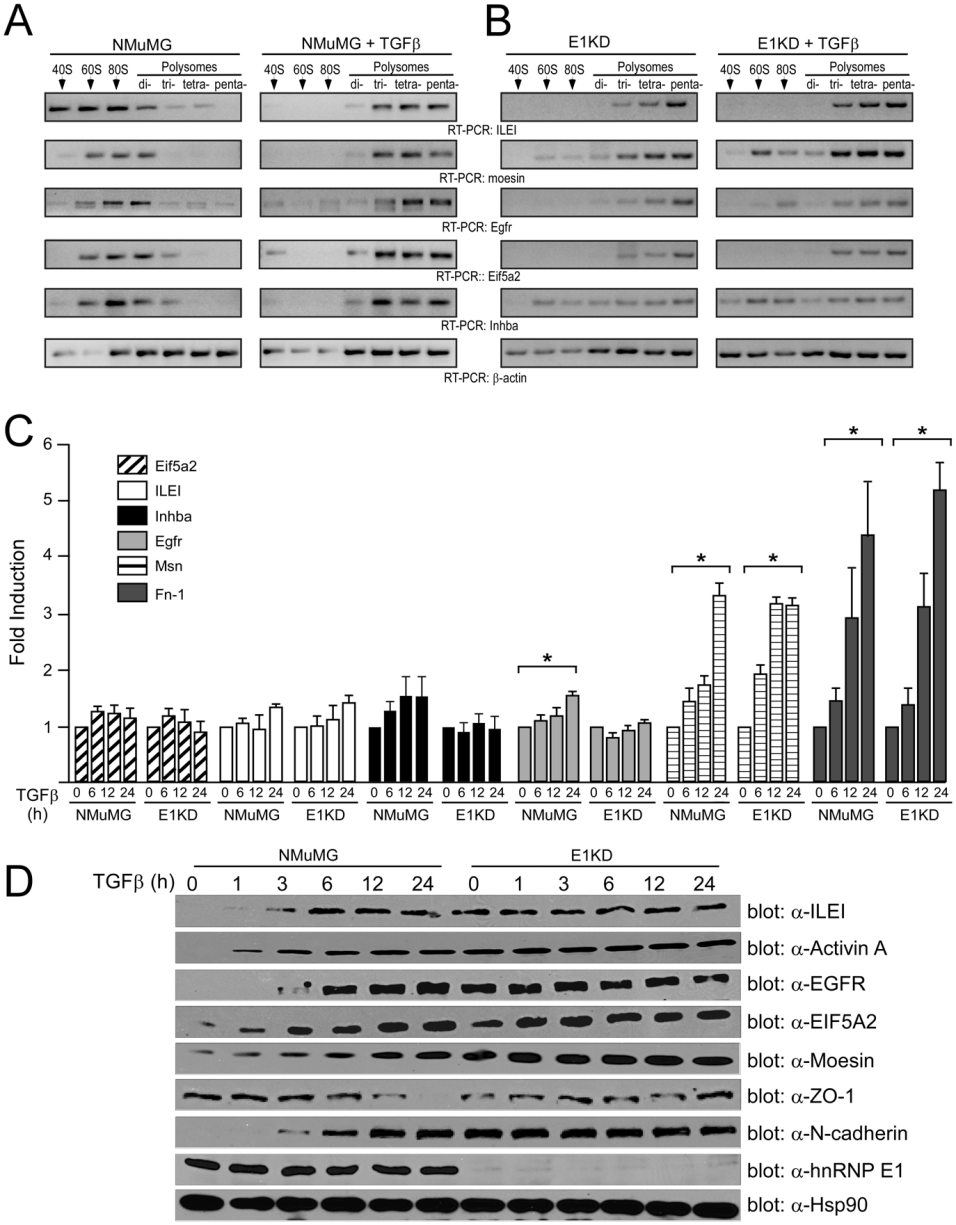
Select transcripts are used for further validation of the EMT signature gene targets. (A and B) RT-PCR analysis using gene specific primers for the potential targets and β-Actin (control) on a polysome profile of NMuMG and E1KD cells ± TGFβ for 24 hr. (C) Total RNA was isolated from NMuMG and E1KD cells treated with TGFβ for the indicated times and subjected to qPCR analysis to assess steady state mRNA expression levels. Data are presented as means ± s.e., n = 3 (*P<0.05). (D) Immunoblot analysis examining protein expression levels of the potential targets, α-Hsp90 (control) and α-N-cadherin and α-ZO-1 (EMT markers), in NMuMG and E1KD cells treated with TGFβ for the indicated times.

TGFβ has been shown to exert both an antiproliferative effect, functioning as a tumor suppressor during early stages of tumorigenesis, whereas at later stages it functions as a tumor promoter aiding in metastatic progression through an autocrine TGFβ-loop [8]. For this reason we investigated whether the regulation of these BAT genes is specific to the induction of EMT by performing a polysome profiling analysis with a second *in vitro* model cell line, the well-polarized mammary epithelial cells (EpH4). EpH4 cells undergo cell cycle arrest and apoptosis in response to TGFβ-treatment, whereas the oncogenic Ha-Ras derivate (EpRas cells) will undergo EMT in response to TGFβ [10], [22], [23], [24]. The results from the polsome profile analysis reveal that the expression of these transcripts (total mRNA) did not vary significantly ± TGFβ in either the parental EpH4 or the derivative EpRas cells (Fig. S1A). However, in the EpRas cells, these transcripts preferentially translocated from the monosomal (M) to polysomal (P) fractions following TGFβ stimulation, whereas in the EpH4 cells, these transcripts were associated with the monosomal fraction irrespective of TGFβ-treatment (Fig. S1B), suggesting that TGFβ-mediated translational activation of these target mRNAs is specific to the EMT response.

We next investigated the temporal relationship between total mRNA levels and protein expression levels in TGFβ-treated NMuMG and E1KD cells. With the exception of moesin, total mRNA levels for these target genes, as measured by quantitative real time PCR (qPCR), displayed only minor changes following TGFβ-treatment in both the NMuMG and E1KD cells compared to a ∼5 fold increase in Fibronectin (Fn1), a mesenchymal marker and target of TGFβ-mediated transcriptional regulation (Fig. 3*C, D*). These results concur with the microarray data that demonstrate that total mRNA levels for these transcripts were only slightly induced by TGFβ (Fig. 2D). However, it cannot be completely excluded from these results that transcriptional regulation is involved, albeit at a low rate. In contrast, protein expression levels, as analyzed by immunoblot analysis (Fig. 3E), revealed that non-stimulated NMuMG cells, despite having abundant message, have low levels of protein for these target genes, and display a rapid, and time-dependent increase in protein expression levels following TGFβ-treatment (Fig. 3E). Furthermore, the increased protein expression levels of these transcripts were shown to correlate with acquisition of a mesenchymal phenotype as demonstrated by increased expression of the mesenchymal marker N-cadherin and decreased expression of Zona occludens 1 (ZO-1). In contrast, in the E1KD cells, although there is not an apparent reduction in the expression of epithelial cell marker ZO-1, the expression of the mesenchymal marker N-cadherin, as well as the protein expression levels of the BAT genes, were constitutive irrespective of TGFβ-treatment (Fig. 3E).

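In the arrays Fn1 rose by 1.85 in total RNA of NMuMG cells after TGFβ (log2, standard error 0.11, adjusted p = 4.52e-08 from limma), from 9.64 to 11.49. In E1KD cells Fn1 was at 13.03 without TGFβ and changed by -0.10 (adjusted p = 0.617). Moesin rose by 0.96 in NMuMG cells (standard error 0.24, adjusted p = 0.026 from limma) and by 0.39 in E1KD cells (adjusted p = 0.310), and without any 1 of the arrays compared the adjusted p in NMuMG cells was 0.113 to 0.197. Egfr changed by -0.31 in E1KD cells. Eif5a2 changed by 0.18 in NMuMG cells and by 0.00 in E1KD cells, and Inhba by 0.16 in E1KD cells, none past the threshold.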

### Target mRNAs are Regulated through Interaction with hnRNP E1 and a Structurally Conserved BAT Element

According to the RIP-Chip data, the selected target genes displayed a decrease in association with hnRNP E1 following TGFβ-treatment. The average signal intensity of the association with hnRNP E1 between control and TGFβ-treated samples are represented as a heat plot (Fig. 4A). 

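In the α-hnRNP E1 immunoprecipitates Cast, Msn, Egfr, Eif5a2 and Inhba were all higher in the libraries numbered 13 than in those numbered 14. By array number, with 13 as control, the control minus TGFβ difference of Msn was 0.92 (log2, standard error 0.10, adjusted p = 3.60e-04 from limma). Cast passed as well (standard error 0.11, adjusted p = 4.18e-04 from limma). Egfr (0.55, adjusted p = 0.0767), Eif5a2 (0.42, adjusted p = 0.0929) and Inhba (0.35, adjusted p = 0.0529) did not. As titled the differences were 0.07 for Cast, 0.04 for Msn, 0.13 for Egfr, 0.06 for Eif5a2 and -0.06 for Inhba, with an adjusted p of 1.00 from limma for each. Against the IgG libraries, the difference by array number was 1.61 for Msn and 1.31 for Cast (adjusted p = 6.59e-05 and 5.37e-04 from limma), and with replicate 1 exchanged -0.24 and -0.75, neither past the threshold. That contrast called 27 of the 36 genes by array number and 0 with replicate 1 exchanged. In control cells α-hnRNP E1 minus IgG was higher for 18 and lower for 3 of the 36 by array number (median 0.33, log2). As titled it was higher for 3 and lower for 0 (median -0.01). With replicate 1 exchanged it was higher for 6 and lower for 17, so enrichment over IgG depended on the labels. Fn1, whose total RNA rises with TGFβ, had a control minus TGFβ difference of 2.04 by array number and -0.01 as titled.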

In each case, less of these mRNAs were immunoprecipitated by α-hnRNP E1 in the presence of TGFβ compared to the control, unstimulated NMuMG cells (Fig. 4A). To further investigate the temporal association of hnRNP E1 with the selected target genes, we performed a RIP analysis independent of the microarray samples. As shown (Fig. 4B), hnRNP E1 interacts with the target transcripts. Immunoprecipitation with α-hnRNP E1 or mouse IgG from cytosolic extracts prepared from NMuMG cells treated with TGFβ for the times indicated, followed by RT-PCR analyses, revealed that while target mRNAs were steadily expressed, hnRNP E1 interaction occurred primarily in non-stimulated cells. These results are in agreement with our previous findings that TGFβ activates a kinase cascade terminating in the phosphorylation of hnRNP E1, by isoform-specific stimulation of protein kinase Bβ/Akt2, inducing the release of the hnRNP E1 from the 3′-UTR *cis* regulatory element, resulting in the reversal of translational silencing and increased expression of EMT-facilitating transcripts [10].

**Figure 4:**
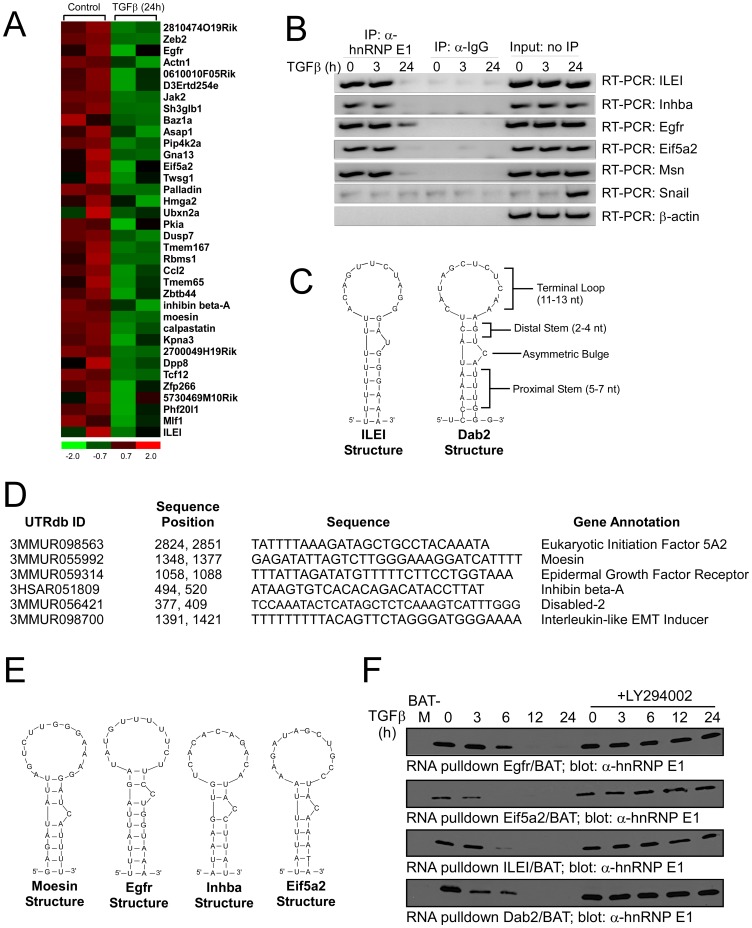
Identified mRNAs contain the BAT element and exhibit differential binding to hnRNP E1. (A) Heatmap of the RIP-Chip analysis for the putative EMT signature genes. (B) NMuMG cells were treated with TGFβ for times indicated, and RT-PCR was performed using gene specific primers for the potential targets, β-Actin (control) and Snail (EMT marker), on a RIP analysis. (C) Dab2/BAT and ILEI/BAT structures. Specific regions of the BAT element were selected and used to query the 3′-UTRs of the target mRNAs. (D and E) Secondary structures and sequences of target mRNAs with similarities to Dab2/BAT. (F) RNA affinity pull-down and immunoblot analyses to define the temporal association of hnRNP E1 with the selected BAT elements.

We have previously identified the structural BAT element in the 3′-UTRs of Dab2 and ILEI which binds hnRNP E1 and mediates TGFβ-induced translational regulation of these transcripts [10]. The Dab2 and ILEI BAT elements consist of a proximal stem and an asymmetric bulge followed by a distal stem and terminal loop (Fig. 4C). In order to determine whether the selected target genes also contain a respective BAT element, we utilized a consensus BAT element pattern, based on the secondary structure of Dab2 and ILEI BAT elements, to query the non-redundant 3′UTR sequences of the selected target genes using RNAmotif, an RNA secondary structure algorithm [25]. Putative BAT elements were identified in the target mRNAs with significant folding similarity as identified by the stem-loop and asymmetric bulge (Fig. 4D and Fig. 4E). Furthermore, we performed an additional *in silico* analysis of several of the target genes to determine if the predicted BAT elements are conserved in humans by querying the non-redundant 3′-UTR sequences of human ILEI, Eifa52 and Msn using the RNAmotif algorithm (Fig. S2). The results demonstrate that these target mRNAs share considerable sequence homology (>80%) as well as a conserved structural fidelity between the predicted mouse and human BAT elements (Fig. S2).

We next examined the temporal association of hnRNP E1 with the predicted BAT elements using an RNA affinity pull down assay (Fig. 4F). The respective BAT element cRNAs were coupled to sepharose beads, and used to precipitate hnRNP E1 from cytosolic S100 extracts isolated from TGFβ-treated and non-treated NMuMG cells. As a negative control, we used the Dab2/U10A element (BAT-M), which contains a U to A substitution at position 10 which unfolds the stem loop structure resulting in diminished binding affinity to hnRNP E1 [10],[11]. Immunoblot analysis confirmed that hnRNP E1 was precipitated by the predicted Egfr and Eif5a2 BAT elements from non-stimulated NMuMG, but TGFβ treatment induced the loss of hnRNP E1 binding in a time-dependent manner. Additionally, pre-treatment of NMuMG cells with the PI3K inhibitor LY294002, blocked the ability of TGFβ to modulate hnRNP E1 interactions (Fig. 4F), consistent with our previous observation that inhibition of the PI3K/Akt pathway blocked hnRNP E1 Ser43 phosphorylation [10].

## Discussion

Despite intensive transcriptional array analysis of human tumors, the identity and validation of ‘EMT signature genes’ remains elusive [26],[27],[28], partially because the transcriptome does not mirror the proteome [29]. To understand how the interplay of RNA-binding proteins affects the regulation of individual transcripts, high-resolution maps of *in vivo* protein-RNA interactions are necessary [30]. An alternative approach is expression profiling on a genome wide scale, whereby non-translating and actively translating pools of mRNAs are isolated by sucrose density gradient fractionation and subsequently subjected to microarray analysis [31]. RNA-Binding Protein Immunoprecipitation-Microarray (RIP-Chip) profiling is an advanced high-throughput analysis of mRNAs that co-immunoprecipitate with particular mRNA-binding proteins [32]. An mRNA-binding protein of interest is immunoprecipitated, and the associated mRNA is isolated and subsequently subjected to microarray analysis. A combinatorial approach involving expression profiling and RIP-chip analysis on a genome-wide basis will yield definitive information on a particular regulatory pathway.

Herein, we have identified a cohort of translationally regulated mRNAs that are upregulated during TGFβ-induced EMT by using a combinatorial approach involving polysome profiling and RIP-Chip analysis. Filtering the Affymetrix array data based on the translational state of transcripts in non-stimulated and TGFβ-treated NMuMG and E1KD cells, and intersecting these genes sets with the RIP-chip analysis led to the identification of a set of target mRNAs that follow the same pattern of regulation as Dab2 and ILEI, two transcripts necessary for EMT which were previously shown to be translationally regulated by TGFβ through hnRNP E1 [10],[11]. While our confidence in the establishment of this TGFβ-induced post-transcriptional EMT signature was strengthened by the identification of several transcripts which have been previously shown to be translationally regulated by TGFβ, including calpastatin [16] and epidermal growth factor receptor [17], our approach was not without some limitations. For example, this approach correctly identified ILEI mRNA, a well-characterized target for BAT-mediated translational silencing [10],[11], however, another previously identified target, Dab2 remained unidentified. This result may be due to a low signal-to-noise ratio of Dab2 expression levels, as the microarray based approach requires that the level of expression of target mRNA exceeds the cutoff limit of detection with a high-signal-to noise ratio [33].

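Dab2 had mean values between 5.10 and 6.38 (log2) over the 16 conditions, close to the median of all values. In NMuMG cells its polysomal minus monosomal difference was -0.61 without and -0.05 with TGFβ, a shift of 0.56 (standard error 0.38, adjusted p = 0.203 from limma). Its level in the polysomal pool with TGFβ was 5.52 ± 0.65 (SD, n = 2), a spread larger than the shift. In total RNA of NMuMG cells Dab2 was at 5.10 ± 0.03 without and 5.93 ± 0.07 with TGFβ (adjusted p = 0.1 from limma). By array number its control minus TGFβ difference in the α-hnRNP E1 immunoprecipitate was 1.00 (standard error 0.19, adjusted p = 7.41e-03 from limma), and as titled it was 0.04.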

Protein expression levels depend on the rate of transcription, as well as other defined control mechanisms, such as mRNA stability [34], nuclear export and mRNA localization [35], translational regulation [36], and protein degradation [37]. Post-transcriptional regulation is mainly controlled by the association of *trans*-acting RNA binding proteins with *cis*-regulatory regions in the UTRs of mRNAs. The bioinformatic prediction of putative BAT elements in the identified BAT mRNAs reveals a conserved structure-based homology based upon the functional structural motif previously identified for Dab2 and ILEI. These structures within the 3′-UTRs of the selected target mRNAs all share a stem-loop motif with an asymmetric bulge, albeit with considerable sequence diversity. Although the Egfr and Eif5a2 BAT elements were validated for their ability to bind hnRNP E1, a more comprehensive analysis is still required. This includes, but is not limited to fine mapping and cloning of the 3′-UTR of the candidate genes into reporter vectors to demonstrate functional gain-of-silencing potential. Furthermore, while *in silico* analysis demonstrated that the predicted BAT elements in several of the target mRNAs displayed considerable structural fidelity between mouse and human homologs, a more rigorous analysis is needed to determine if these conserved secondary structures are simply the result of of the high degree of intraspecies sequence homology in the respective 3′-UTRs, or the result of stabilizing selection.

The BAT element provides further insights into the importance of regulatory elements in the maintenance of homeostasis. Our results are suggestive of a stimulus-dependent upregulation of a post-transcriptional regulon coordinated by the concerted action of a *trans*-acting mRNP complex and a *cis*-regulatory element in the 3′-UTR of target genes. Eukaryotic regulons are defined as higher-order genetic units (quasi genome) consisting of monocistronic mRNA subsets under the control of a regulatory RNA binding protein [30]. RNA binding proteins have been shown to specifically bind transcripts encoding functional and colocalized protein classes [38],[39],[40]. Post-transcriptional regulons may have evolved as a mechanism to rapidly and coordinately suppress multiple EMT genes.

During the invasive phase of metastasis, a carcinoma cell activates EMT programs by different regulatory pathways. Differentiation to a mesenchymal phenotype enables the cancer cell with the ability to survive through the different steps of metastatic progression, including localized invasion by primary tumor cells, intravasation, translocation, extravasation and finally micrometastatic colonization at the secondary site [9]. Now, we demonstrate a cohort of selective transcripts that are post-transcriptionally upregulated by TGFβ and are correlative with an induction of the EMT phenotype. Akt2-mediated hnRNP E1 phosphorylation post-TGFβ stimulation is the regulatory mechanism mediating the TGFβ-induced translational activation of EMT-facilitating transcripts. We have now shown that hnRNP E1 is a central moiety in this process, and may represent an important molecular target for the development of modulators of this translational regulatory pathway. Furthermore, the continued delineation of the role of the identified target transcripts during EMT will prove to be extremely useful and will allow for their interrogation and manipulation in physiological and pathological situations.

## Methods

### Reagents

Mouse α-hnRNP E1 and α-ZO-1 were obtained from Novus Biologicals. α-ILEI, α-Inhibin beta A and α-EIF5A2 were obtained from Abcam. α-EGFR was obtained from Cell Signaling Technology. α-Moesin was purchased from BD Biosciences. α-Hsp90 and normal mouse IgG were purchased from Santa Cruz Biotechnology. Secondary antibodies, α-mouse and α-rabbit-IgG-HRP were obtained from GE Healthcare Bio-Sciences.

### Cell Culture and Treatments

Murine mammary epithelial NMuMG cells, obtained from American Type Culture Collection (ATCC; Manassas, VA, USA), were maintained in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum, 10 mg/ml insulin, and antibiotics/antimycotics (100 units/ml penicillin G, 100 mg/ml streptomycin, and 0.25 mg/ml amphotericin B). E1KD (previously termed SH14) were generated in the laboratory and have been described [10]. TGFβ2 was a generous gift from Genzyme Corporation (Cambridge, MA, USA) and was used at a final concentration of 5 ng/ml. Where indicated, cells were treated with 10 µM of LY294002 30 min before TGFβ treatment.

### Preparation of Cytosolic Extract (S100 Fraction)

S100 fractions were prepared from cells as previously described [41] with minor modifications. Briefly, the buffer used for cytosolic extraction contained 20 mM Hepes (pH 7.5), 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EGTA, 1 mM EDTA, 1 mM DTT and protease inhibitor cocktail (Roche).

### RNA Immunoprecipitation

RNA immunoprecipitation was performed as described previously [32]. Briefly, the cytosolic extract was incubated with 10 µg of mouse α-hnRNP E1 antibody or mouse α-IgG at 4°C overnight, and precipitated with Protein A-Sepharose (Invitrogen). The beads were washed three times with IP Wash Solution (150 mM NaCl, 50 mM Tris pH 7.5, 0.5% NP40), and immunoprecipitated RNAs isolated by Trizol (Invitrogen) and treated with RNase-free DNase I (Applied Biosystems).

### Polysome Profiling

Polysome analysis was performed as described previously [42]. Briefly, cell lysates were layered onto a 10%-50% sucrose gradient and centrifuged at 100,000×g at 4°C for 4 h. Gradient fractions were collected using a fraction collector with continuous monitoring of absorbance at 254 nm. RNA was extracted with Trizol (Invitrogen) and purified with RNeasy minikit (Qiagen).

### Microarray Data Processing

Affymetrix microarray analysis was conducted on two independent samples for each experimental condition. Samples were processed at the MUSC Proteogenomics Facility (http://proteogenomics.musc.edu) using Affymetrix Mouse Genome 430 2.0 GeneChips® in accordance with the manufacturer protocols. The resulting raw data files were deposited in the NCBI Gene Expression Omnibus (Accession #GSE40466). Hybridization data (CEL files) were normalized by RMA algorithm using Affymetrix Expression Console software; detection calls were obtained by Affymetrix MAS5 algorithm. Gene representations not receiving ‘present’ detection scores in ≥25% of all samples were excluded from further analysis.

### Data Analysis

The average raw signal intensity values from two independent samples for each experimental condition were determined and used for multiparametric comparisons. Filtering of the genes sets met the following criteria: i) the ratio of the average raw signal intensity of monosomal (M) versus polysomal (P) mRNAs from control NMuMG cells was filtered as (M_control_/P_control_ ≥2), whereas in the E1KD cells the parameter was set at (P_control_/M_control_ ≥2); ii) the ratio of P vs. M associated mRNAs from TGFβ-treated NMuMG and E1KD cells was filtered as (P_TGFβ_/M_TGFβ_ ≥2); iii) fold change in total RNA from control vs. TGFβ-treated cells was determined by (Total RNA_TGFβ_/Total RNA_control_ ≤2); and, iv) the ratio of fold induction of polysomal RNA in NMuMG cells post TGFβ-stimulation compared to control was filtered at ([(P_TGFβ_/M_TGFβ_)/(P_control_/M_control_)] ≥5), whereas in the E1KD cells the parameter was set at ([(P_TGFβ_/M_TGFβ_)/(P_control_/M_control_) <2). Finally, for the RIP-Chip, the ratio of the average raw signal intensity for mRNAs immunoprecipitated by hnRNP E1 in control NMuMG cells vs. TGFβ-treated was filtered at (IP:E1 Control/TGFβ ≥1.2), whereas for the IgG immunoprecipitation the parameter was set at (IP:IgG Control/TGFβ ≤1).

### Functional Pathway Search Analysis

Functional analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID), Molecular Signature Database (MSigDB) and Protein Analysis Through Evolutionary Relationships (Panther) platforms. Biological processes and pathway terms from Gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), Panther, Reactome and Biocarta databases were utilized.

### Real-time Quantitative PCR (Taqman system)

Total RNA was isolated by Trizol extraction. Reverse transcription was performed using the Superscript first strand synthesis system (Invitrogen). Quantitative PCR was performed using an Applied Biosystems 7500 Fast Real-Time PCR System and default cycle conditions. Briefly, reactions were prepared using 50 ng cDNA, Taqman® Fast Universal PCR Master Mix and mouse-specific primers for Egfr (cat number Mm00433023_m1), Moesin (Mm00447889_m1), Eif5a2 (Mm00812570_g1), Fam3c (Mm00506842_m1), Inhba (Mm00434339_m1), Fn1 (Mm01256744_m1), and Gapdh (Mm99999915_g1) according to manufacturer’s protocol (Life technologies). All samples were run in triplicate and normalized to Gapdh. Data analysis was performed using the relative quantification (ΔΔC_T_) method [43].

### RNA Pulldown

RiboMax kit (Promega) was used to generate milligram quantity of BAT cRNA. cRNA was bound to CNBr-activated Sepharose beads and incubated for 1 h at 4°C with 50 µg of cytosolic extract (S100 Fraction) from NMuMG cells treated ± TGFβ. Following incubation, beads were washed with 0.2 M NaCl and resolved by SDS-PAGE.

### Bioinformatic Prediction of BAT Elements

Analysis of select 3′UTR genes was completed using RNAmotif software [25] on a MacBook Pro using an Intel Core-i7, 4 gb of RAM, and Mac OS-X 10.6. Software was compiled using GNU’s GCC compiler (gcc.gnu.org) in the OS-X terminal utility. Descriptor file was written using Xcode version 3.2 in the C development module. Input file was created in a generic text editor, sequences were obtained from UTRdb (utrdb.ba.itb.cnr.it). Analysis was run from the OS-X terminal utility, output was sent to a generic text file to be used for later interpretation.

## Supporting Information

Figure S1 **Validation of the putative EMT signature gene targets in EpH4 and EpRas cells (related to** **Figure 3** **).** (A) RT-PCR analysis using gene specific primers for the potential targets and β-Actin (control) on total RNA extracted from EpH4 and EpRas cells ± TGFβ for 24 hr. (B) Monosomal fractions (M; 40S, 60S, and 80S fractions) and polysomal fractions (P) from EpH4 or EpRas cells treated ± TGFβ for 24 hr were isolated by sucrose gradient centrifugation and pooled. RT-PCR analysis using gene specific primers for the potential targets and β-Actin (control).
(DOC) Click here for additional data file.

Figure S2 ***In silico*** **analysis of BAT elements from human homologs of target mRNAs (related to** **Figure 4** **).** (A, B, C) Comparison of secondary structures and sequences of BAT elements from human and mouse target BAT genes. Specific regions of the BAT element were selected and used to query the human 3′-UTRs of (A) ILEI/BAT, (B) Moesin/BAT structures, and (C) Eif5a2/BAT constructs. Sequence homology is indicated by starred (*) nucleotides.
(DOC) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

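The data are log2 signals of the Affymetrix mouse genome array, on 32 arrays, from 16 conditions with 2 replicates each. The authors made the deposited values with RMA in Affymetrix Expression Console, and they are on the log2 scale to 2 decimals. No further normalization was applied. Total, monosomal and polysomal RNA of NMuMG and E1KD cells with and without TGFβ gave 24 arrays, and immunoprecipitates of NMuMG cells with α-hnRNP E1 or IgG gave 8. Each sample was assigned to a condition by its deposited title and source name. For the α-hnRNP E1 libraries the assignment by array number was run beside it.

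A probe set was kept when its value lay above the median of all values in at least 8 arrays, in place of the detection calls the paper used. The 64 control probe sets were left out. Of the 25432 probe sets kept, 22090 carry 1 gene symbol, for 12600 genes. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes, 2-sided), in a fit of the 24 polysome and total RNA arrays with 12 residual degrees of freedom and a fit of the 8 immunoprecipitation arrays with 4. P-values were adjusted by Benjamini-Hochberg over the probe sets kept within each contrast, with a threshold of 0.05. Differences between cell lines or antibodies were tested as interactions. In the tests of 27 gene lists with camera and fry, each gene stood by its probe set of highest mean, save those of Table 2. Genes of Table 2 stood by the probe set taken for that table. The tests of other lists that hold them are therefore in part a result of the paper's selection. The lists were tested with camera (preset correlation 0.01, and estimated) and fry. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

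The 3 datasets of the paper were formed with its fold limits on means of the 2 log2 values. A fold is the power of 2 of a difference of such means. A gene counted as in a dataset when any of its probe sets kept met the limits. Genes with more probe sets thus had more chances, which the tests of lists against datasets do not allow for. For Table 2 the probe set was taken by the accession given there. Where several probe sets carry the accession (17 genes), the one whose 4 folds other than the binding fold equal Table 2 was taken, which departs from the rule set at first, and 2 genes (Sh3glb1 and Baz1a) were taken by symbol. Folds were counted as equal when they differed by less than 0.0001 on the log2 scale. Overlaps were tested with Fisher's exact test and with 100000 draws of independent sets of the same sizes.

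Genes are named by a rule: every gene the paper names, whose Table 2 values had been seen; for each contrast the 10 largest increases and decreases with 1 symbol, an adjusted p under 0.05 and non-overlapping arrays; and for each list spoken of up to 4 members of largest absolute change past the threshold. Members of a dataset named with a list are those of largest change within it, and Neat1, Actn1 and Eif5b were among them.

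The procedure was tested on simulated data in which 200 probe sets were changed. For total RNA of NMuMG cells 14% of changes of 0.5 (log2), 80% of changes of 1 and 100% of changes of 2 were recovered. For the polysome shift 8%, 30% and 92% were recovered. For the α-hnRNP E1 immunoprecipitate, with the libraries as titled, 8%, 60% and 92% were. In the data 17894 probe sets passed for the polysome shift of NMuMG cells, so recovery among 200 changed probe sets need not hold there. Alternatives were other filters, other sets of arrays in the fit, a replicate block, an intensity trend, other scalings, linear means, leaving out each array, other limits of the filters and exchanged labels of the α-hnRNP E1 libraries.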

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

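Each result in this part was singled out because the response to TGFβ differed between NMuMG and E1KD cells by limma's test of the interaction, a test set before the values were seen; the genes and lists named were picked by the naming rule. No explanation was tested for the differences in total RNA, and those tested for the polysomal pattern of NMuMG cells are given with the other observations.

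The response of total RNA differed for 2910 probe sets, and 1779 to 1894 passed without any 1 of the arrays compared. Klhl30 had a response 5.97 (log2) higher in NMuMG than in E1KD cells. That of the stress-response factor Ddit3 was 3.65 higher, that of Fn1 1.95 and that of Zeb2 1.59. The response of Id2 was lower in NMuMG cells, at -4.04, and so was that of the mitotic kinase Plk1, at -2.63. Of 49 mitotic genes 42 had a lower response in NMuMG cells and none a higher one, and 46 over the list alone (adjusted p = 0.0324 by camera with an estimated correlation). Of 30 genes of the unfolded protein and integrated stress response 21 had a higher response in NMuMG cells and none a lower one, and over the list alone 23 had a higher and 1 a lower one (adjusted p = 0.00339 by camera with an estimated correlation). Of 4 Id genes 3 had a lower response in NMuMG cells (adjusted p = 0.0379 by camera with an estimated correlation).

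The polysome shift differed between the cell lines for 9286 probe sets, 5966 of them higher in NMuMG cells, and 7608 to 11498 passed without any 1 of the arrays compared. On the polysomal change less the change in total RNA, with no monosomal array, the number was 3463. The excess of higher shifts depended on the scaling. With quantile normalization 4672 were higher and 4260 lower in NMuMG cells, and with centring on Actb and Gapdh 6858 and 2483.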

How the results depend on the processing

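The label exchange of replicate 1, the fits without monosomal arrays, quantile normalization, total RNA in place of monosomal RNA and the combinations with replicate 2 exchanged were chosen only after seeing the data. Of 195 values of counts and correlations under alternatives other than leaving out an array, 136 stayed within the limits set for no change, and of 110 with an array or replicate left out 79 did. Of 2327 values of named genes 2169 kept their direction and side of the threshold, 90 fell short of it, 43 passed it and 25 reversed. For the changes below the cause was not tested, unless fewer probe sets, arrays or other labels give it. The 2 arrays per condition and signals near the median of all values, as for Dab2, limit what can be called.

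With all 32 arrays in 1 fit limma called 634 probe sets for total RNA of NMuMG cells, 31 for IgG, 5 for α-hnRNP E1 minus IgG, control minus TGFβ, and 3606 for α-hnRNP E1 minus IgG in control cells. With only the arrays compared it called 3931 for total RNA of NMuMG cells, 8665 for E1KD cells, 7340 for their difference, 11698 for E1KD minus NMuMG, 7085 for polysomal minus monosomal in TGFβ-treated NMuMG cells, 1570 for IgG and 1173 for α-hnRNP E1 minus IgG in control cells, where 2290 were called at first. The stricter filter, with fewer probe sets, left 11224 for polysomal minus monosomal in untreated NMuMG cells and 11602 for the polysome shift. As a replicate block the replicate number gave 0 for IgG (1 at first) and 1001 for α-hnRNP E1 minus IgG in control cells, and changed no other count by over 1.5 times. Without monosomal arrays the polysome shift was called for 3108 (NMuMG), 2919 (E1KD) and 3463 (their difference), and reversed for Inhba (-0.20) and Msn (-0.74) in E1KD cells and for the difference of Fam3c (-0.045).

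Leaving out 1 array gave 662 to 700 for total RNA of NMuMG cells, 3239 to 3387 for E1KD cells, 1779 to 1894 for their difference, 4698 to 6585 for the polysome shift of E1KD cells (lowest without replicate 2 of the monosomal control), 0 for IgG and 0 to 2897 for α-hnRNP E1 minus IgG in control cells. Without 1 replicate of every group 4 folds of Table 2 were equal, the binding dataset held 950 to 2044 genes, 0 to 33 genes were shared (19 of the 33 in Table 2), and the correlation of polysomal minus monosomal between TGFβ-treated NMuMG and untreated E1KD cells was 0.567 to 0.684.

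With the labels of replicate 2 exchanged 3737 probe sets were called for α-hnRNP E1, 1483 for IgG, 4329 for their difference and 8621 in control cells, and with replicate 1 exchanged 3737, 1483, 26 and 7545. Exchange of replicate 2 reversed Zeb2 (1.26), Gna13 (0.66), Dusp7 (1.10), Fn1 (2.04) and Anxa10 (-2.95). Exchange of replicate 1 reversed Pip4k2a (-1.0), Msn (-0.92), Cast (-1.03), Dab2 (-0.995), Klhl30 (-3.09), Lce1f (-2.80), Ak1 (-2.57), Il11 (-2.53), Spsb1 (-2.47), Thbs1 (-2.22), Rhob (-1.86), Skil (-1.25), Ccn2 (-1.20), Jun (-1.83), Pdgfa (-1.77), Gsta2 (3.29) and Il33 (2.77).

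Of the Table 2 folds 7 were equal with linear means and 68 with the probe set of highest mean. The TGFβ dataset held 1166 genes with centring on Actb and Gapdh, 490 with quantile normalization and 0 with total in place of monosomal RNA. Centring moved the median polysomal minus monosomal difference of all probe sets in TGFβ-treated NMuMG cells from 0.015 to 0.319. The binding dataset held 118 genes with the stricter filter, 1 with a binding limit of 1.5, 1961 with replicate 2 and 532 with replicate 1 exchanged. With replicate 2 exchanged it held 3156 as probe sets, 2187 with no filter, 1431 with the stricter filter, 580 with a limit of 1.5 and 1958 with linear means. The shared genes were 0 with linear means, a limit of 1.5, replicate 1 exchanged or total RNA, 2 with centring or quantile normalization and 8 by gene symbol. With replicate 2 exchanged they were 36 (35 of them in Table 2), and then 24 with quantile normalization (12 in Table 2), 0 with total RNA, 37 as probe sets (35), 59 by symbol (35), 36 with no filter or a 2-sided total limit (35), 33 with the stricter filter (32), 17 with a limit of 1.5 (16), 32 with linear means (31) and 42 with centring (27). Camera called 130 list results with the preset and 15 with an estimated correlation.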

Differences from the paper's values

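The assignment as titled was fixed before the data were examined, and so was the alternative with the labels of replicate 2 exchanged; the choice among several probe sets of an accession, and the counts by gene symbol and as probe sets with replicate 2 exchanged, were chosen only after seeing the values.

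As titled, 1 gene met the limits of all 3 datasets with the same probe set, and 8 by gene symbol, against the paper's 36. The dataset of differential binding held 314 genes against about 1900 in Fig. 1B, read by eye. By gene symbol 32 were shared with the TGFβ dataset alone against about 180 in Fig. 1B, read by eye, and 10 with the E1KD dataset alone against about 110 in Fig. 1B, read by eye. None of the 36 binding folds as titled equalled the paper's, all of which lie above 1. A fold was listed as different when it lay on the other side of 1 or further from the paper's than the SD between replicates, which is large as titled. The 20 folds above 1 lay within that SD, 7 of them over 1.5 times from the paper's, and the 16 below 1 are listed. It was 0.969 for 2810474O19Rik (the paper's 1.82134), 0.949 for Zeb2 (the paper's 2.386671), 0.930 for Actn1 (the paper's 1.510473), 0.936 for Sh3glb1 (the paper's 1.82134) and 0.841 for Asap1 (the paper's 1.433955). It was 0.832 for Gna13 (the paper's 1.574616), 0.959 for Twsg1 (the paper's 1.274561), 0.853 for Hmga2 (the paper's 1.274561), 0.832 for Ubxn2a (the paper's 1.261377) and 0.898 for Dusp7 (the paper's 2.136131). It was 0.966 for Tmem167 (the paper's 1.310393), 0.923 for Rbms1 (the paper's 1.30586), 0.979 for Tmem65 (the paper's 1.239708), 0.959 for Inhba (the paper's 1.274561), 0.923 for Dpp8 (the paper's 1.252664) and 0.923 for Fam3c (the paper's 1.185093).

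With the labels of replicate 2 exchanged the 36 binding folds equalled the paper's, the binding dataset held 1961 genes, and 36 genes were shared with the same probe set. By gene symbol 170 and 105 were then shared with 1 other dataset alone, and 59 by all 3, which is over 1.5 times the paper's 36. Counted as probe sets it was 202, 112 and 37. Without replicate 2 no binding fold equalled the paper's, though all 36 lay above 1 and within the SD. The binding dataset then held 2044 genes, and of the 33 genes shared 19 are in Table 2. The binding folds of 19 genes differed with linear means, 19 with the probe set of highest mean and 36 without replicate 1. For the count of shared genes, the other alternatives set beforehand also differed.

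The paper states that total RNA of the 36 genes did not vary significantly in either cell line, and limma called 7 in NMuMG and 10 in E1KD cells. Under the alternatives the number higher ran from 1 to 15 in NMuMG and from 5 to 16 in E1KD cells. The paper lists ILEI among the genes that passed all filters, and its probe set missed 4 of the limits. The paper finds terms of the cell cycle and translation enriched among genes translated in E1KD cells. With the lists used here 2 of 49 mitotic genes and 3 of 38 translation factors were in that dataset, not past the threshold. Of 44 ribosomal protein genes 4 were in it (1.7 expected, adjusted p = 0.283 by Fisher's exact test). These lists are narrower than the paper's terms, so they do not test the same claim. Over all members the polysomal minus monosomal difference ran the paper's way by camera in part. In untreated E1KD cells mitotic genes passed (21 higher, 2 lower, adjusted p = 0.0155) and translation factors did not (12 higher, 8 lower, 0.0774). With TGFβ mitotic genes (32 and 5, 0.00236) and translation factors (25 and 8, 0.0109) passed. With an estimated correlation neither list passed (0.802 without and 0.688 with TGFβ for each).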

Other observations

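The tests against exchanged libraries and independent datasets were set before their results were seen, and the tests on unfractionated RNA, on the route through hnRNP E1, on the total RNA response and on polysomal mRNAs in general were chosen only afterwards.

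TGFβ raised, in total RNA of E1KD cells, the mitotic genes Plk1 and Kif2c by 2.58 and 2.34 (log2). Of 49 mitotic genes 47 were higher and none was lower, and 49 were higher over the list alone (camera adjusted p = 2.95e-37, and 0.0368 with an estimated correlation). The stress-response genes Ddit3, Sdf2l1 and Atf3 changed by -3.67, -3.24 and -3.07. Of 30 genes of the unfolded protein and integrated stress response 24 were lower and 1 was higher, and 25 were lower over the list alone (camera adjusted p = 6.48e-24, and 0.00435 with an estimated correlation). Id2 and Id1 rose by 2.64 and 1.68. The paper does not report these responses.

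Without TGFβ the E1KD cells held more mRNA of the mesenchymal genes Fn1, Mmp2 and Tagln than NMuMG cells, by 3.39, 2.85 and 2.80. Of 16 mesenchymal genes 12 were higher and none was lower (adjusted p = 0.0139 by camera with an estimated correlation). The epithelial genes Ocln, Muc1 and Krt7 changed by -3.10, -2.74 and -2.62, and of 22 epithelial genes 10 were lower and 1 was higher (adjusted p = 0.0473 by camera with an estimated correlation). Of 20 genes of cholesterol synthesis 19 were lower, among them Cyp51 at -2.08 and Idi1 at -2.00 (adjusted p = 0.0473 by camera with an estimated correlation). Of 49 mitotic genes 38 were lower and 1 was higher (camera adjusted p = 6.75e-12, and 0.32 with an estimated correlation). Of 30 stress-response genes 18 were higher and 4 lower (9.57e-05, and 0.29 with an estimated correlation), so the responses above start from levels that differ from those of NMuMG cells.

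The first pattern weighed is the move of mRNAs from the monosomal to the polysomal pool of NMuMG cells. Unfractionated RNA in the monosomal control libraries may give the monosomal part of the pattern, since the monosomal change in NMuMG cells followed the total minus monosomal difference of E1KD cells with a slope of 0.759 (r = 0.728). The reverse relation, of the monosomal change in E1KD cells, had a slope of 0.257 and as high a correlation (r = 0.726), so the correlation alone is not specific to such RNA. For the polysomal part a test with no monosomal array argues against such RNA. With the TGFβ dataset chosen on 1 replicate and measured in the other, the polysomal change less the total RNA change had medians of 0.60 and 0.71, with lower quartiles of 0.21 and 0.39. In E1KD cells the median over the TGFβ dataset was -0.082. Since that dataset was chosen on NMuMG arrays, as many probe sets of largest shift in E1KD cells were measured in NMuMG cells, and their median was 0.342. They had 0.29 in E1KD cells, on whose arrays they were chosen. A route through hnRNP E1 is left undecided by these values, as each set was chosen in 1 cell line and the second moved alike in both. An exchange of the monosomal and polysomal control libraries also stays open, and would alter the polysomal values too. It would make their difference run against those of the other 3 conditions, and Pearson's r was 0.027 (-0.05 to 0.103 over combinations of arrays) with untreated E1KD cells, -0.134 with TGFβ-treated NMuMG cells and -0.352 with TGFβ-treated E1KD cells. The paper's separate polysome profile (Fig. 3A) has the target mRNAs mostly with 80S ribosomes in untreated cells, and its RT-PCR of the hybridized samples has ILEI polysomal with TGFβ (Fig. 2C). Both run the way the labels say, for the mRNAs assayed.

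The second pattern is the fall of mRNAs in the α-hnRNP E1 immunoprecipitate. The control minus TGFβ differences of replicates 1 and 2 as titled had a Pearson's r of -0.744, which is consistent with an exchange of the control and TGFβ libraries of 1 replicate. By array number TGFβ minus control ran against the total RNA response of NMuMG cells (r = -0.689), so that the treatment of all 4 libraries may instead be reversed. A loss of binding as the whole difference is argued against by the 100 probe sets most repressed in total RNA, which had a median of 1.58 higher with TGFβ by array number. As titled, TGFβ minus control of replicate 2 followed the total RNA response of NMuMG cells (r = 0.601), as the IgG libraries did (r = 0.587). Replicate 1 as titled ran against it (r = -0.686). These values argue against replicate 2 as the one exchanged, for mRNAs whose total RNA responds to TGFβ. The binding folds of Table 2 and the RT-PCR of Fig. 4B run the other way, so the labels are not settled.

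The third pattern is the sharing of genes by the 3 datasets. By array number 37 probe sets were shared, above the draws of independent sets, and as titled it was 1, within them. With replicate 1 exchanged it was 0, where 0.67 are expected. The TGFβ and binding datasets then shared 6 probe sets, where 25.7 are expected (odds ratio 0.222, p = 5.04e-06 by Fisher's exact test). The excess of shared probe sets therefore depends on the assignment by array number. mRNAs that sediment with polysomes in TGFβ-treated NMuMG cells may do so in E1KD cells whether or not TGFβ moved them, since the odds ratio of the E1KD dataset for the TGFβ dataset against other polysomal probe sets was 0.548. That leaves the overlap of the TGFβ and E1KD datasets open to an explanation by polysomal mRNAs in general. The overlaps of the binding dataset with them were not tested in this way.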
